A study of Mus musculus with 12 samples.

How the data were processed

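RNA was measured in subcortical white matter pieces of 12 mice, 1 library per mouse, in 4 groups of 3. Per the labels, Sox10-tTA;TRE-dnEGFR mutants and their TRE-dnEGFR littermates received doxycycline from postnatal day 21 to 35 and were sampled at day 35, and Sox10-tTA;TRE-ErbB2V664E mutants and their TRE-ErbB2V664E littermates received it from day 21 to 30 and were sampled at day 30. Whether doxycycline switched the transgenes on or off is not given in the sources used here. The descriptions number the mutants 1 to 6 and name for each its littermate control, so the numbers mark 6 litters and pair the libraries. The correlation of deviations from the group means within these pairs was 0.02, 0.01, 0.03, 0, 0.01 and -0.03.

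Per the labels' protocols, polyadenylated RNA was selected from total RNA, fragmented, reverse transcribed with random primers and sequenced in paired ends on an Illumina HiSeq instrument. The protocol names no step that keeps the strand, so overlapping genes on opposite strands cannot be told apart. The deposited table holds FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the library), which the authors computed with StringTie per the series' design text, and the submitters' processing notes name HISAT and StringTie without versions. The genome build, the annotation and the options are not given in the sources used here. Of 33864 loci in the table, 25262 carried a locus number of the assembly and 8602 an Ensembl gene identifier. There were 1921 loci without a gene symbol, 1112 that joined more than 1 symbol, and 1914 symbols that occurred at more than 1 locus. Of 91226 Ensembl transcript identifiers in the table, 99.5% were found in GENCODE M21, which was used for gene types only, and no coordinates are printed. A symbol was read from its locus with the highest mean FPKM.

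Fragment counts were not used here. In 14221 loci with 1 transcript the lowest values fell on steps of 1, 1.5 and 2 fragments when multiplied by transcript length, and the step (tolerance 0.01 of a fragment) gave an estimated 16596869 to 24739591 fragments per library. A value of 1 FPKM in a transcript of 2 kb then stands for 33.2 to 49.5 fragments. P-values reflect the spread between mice, to which uneven assembly of a locus adds. An exact 0 can be a failed assignment of the assembly, so such loci are described as listed at 0, with each library's value and no fold. Among loci that reached 10 FPKM in a group, 7.9% to 11.1% varied over 3-fold between the libraries of that group. Pearson correlations between replicates of a group lay between 0.9097 and 0.9262, and no 2 columns were identical.

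FPKM values were tested as log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (linear model with 1 mean per group over all 12 libraries, empirical Bayes with a variance trend, two-sided), so that the groups shared 1 estimate of the spread with 8 residual and 2.03 prior degrees of freedom. A fold change on this scale understates the change of genes with low values. Loci entered the test when they reached 1 FPKM in at least 3 of the 12 libraries, which kept 13803. P-values were adjusted by Benjamini and Hochberg over these loci, with a threshold of 0.05. The comparisons were mutant against control in each line and the difference of these effects. The labels' protocols and the design text name no test. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

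Before the data were examined, the tests, the filter, the pseudocount, the rule for named genes, most alternatives and 31 gene lists were fixed. The lists were mature myelin, oligodendrocyte precursor, newly formed oligodendrocyte, cholesterol synthesis, fatty acid and sphingolipid synthesis, microglia and macrophage, disease-associated microglia, astrocyte, reactive astrocyte, interferon response, antigen presentation, cytokines and chemokines, T and natural killer cell, p53 and apoptosis, necroptosis, cell cycle, ErbB receptors and ligands, ERK feedback targets, immediate early, stress response, neuron, striatal neuron, subventricular neuroblast, ependymal, choroid plexus, endothelial, mural and fibroblast, Schwann cell, haemoglobin, mitochondrially encoded and sex-linked genes. The 27 lists with at least 5 tested members were tested with limma's camera at a preset correlation of 0.01, adjusted over the lists within a comparison, and again with an estimated correlation. Fry, which asks whether the members of a list move one way on balance, called 0, 8 and 1 lists in the dnEGFR, ErbB2V664E and difference comparisons, where camera at the preset correlation called 1, 9 and 9. Of the 8 in ErbB2V664E, precursor and ErbB receptor genes were not called by camera, and the microglial, haemoglobin and choroid plexus lists were called by camera alone. Members were counted when adjusted over all genes and when adjusted over the list alone.

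The named genes included Egfr, Erbb2, Erbb3, Erbb4, Sox10, Mbp, Mog, Pdgfra, Cspg4, Gpr17, Gfap and Aif1 in each line, the 6 largest rises and the 6 largest falls among called loci with a gene symbol (no predicted-gene or clone names) whose libraries did not overlap, up to 3 called members of each list by lowest adjusted p with at most 1 that moved the other way, and the 6 largest differences in each direction between the lines. Some genes that this rule selects are not reported here. Genes named because they were called over a list alone, members of lists given as examples, Slc25a23 and Ssu72 in the difference, and all genes in the closing paragraphs outside this rule were chosen after their values were seen.

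On data simulated from the real means and spreads at 13803 loci with 200 changed, the dnEGFR contrast recovered 64% of changes of 1 and 93% of changes of 2 on the log2 scale, with 6.55% of 168 calls false. The ErbB2V664E contrast recovered 68% and 86%, with 3.14% of 159 calls false. The real data gave 13 calls in dnEGFR and 38 in ErbB2V664E. With fewer calls the adjustment is stricter, so these rates can overstate recovery in the real data. Alternatives were other pseudocounts, filters and scalings, robust or no variance trend, library weights, a litter block, sex read from Xist and Y-linked genes as a covariate, the libraries of 1 line alone, and each library left out in turn. The median log2 change of all loci in the main fit was 0.01 in dnEGFR, 0 in ErbB2V664E and 0 in the difference. A haemoglobin covariate, the loci above 0 in all libraries, robust empirical Bayes, tests of KEGG pathways and a further list of striatal genes were added after the data were seen.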

Results

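Gene expression was measured by RNA sequencing of polyadenylated RNA in the subcortical white matter of 12 mice, 3 in each of 4 groups. The series title names the question, which is how white matter gene expression responds when ErbB receptor signalling is activated or inhibited in cells of the oligodendrocyte lineage. ErbB receptors are tyrosine kinase receptors for epidermal growth factor and neuregulins, and oligodendrocytes are the cells that make central myelin. In the first line, mutants carried a Sox10-driven tetracycline transactivator together with a responder transgene for dnEGFR, a dominant-negative form of the epidermal growth factor receptor, and were sampled at postnatal day 35. In the second line the responder encoded ErbB2V664E, a form of ErbB2 with an activating change in its transmembrane segment, and mice were sampled at postnatal day 30. Littermates that carried the responder alone were the controls of each line. No group carried the transactivator alone, so its own effect cannot be separated from that of the responder it drives. Expression was given as FPKM, and the totals of the 12 libraries lay between 117363 and 134410. The libraries held an estimated 16596869 to 24739591 fragments, and a transcript of 2 kb at 1 FPKM corresponded to 33.2 to 49.5 fragments.

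Of the receptor genes, Egfr, Erbb3 and Erbb4 were tested, and none passed the threshold over all genes. Egfr was at 3.02 ± 0.348 FPKM in the dnEGFR controls and 2.90 ± 0.16 in the dnEGFR mutants (SD, n = 3 each), with single libraries between 2.64 and 3.32, a log2 change of -0.04 and an adjusted p of 1. In the second line Egfr was at 1.94 ± 0.063 in controls and 1.39 ± 0.175 in mutants, a log2 change of -0.30 with an adjusted p of 0.202. Erbb2 lay below the expression filter and was not tested, at 0.434 ± 0.108 and 0.511 ± 0.0894 FPKM in dnEGFR controls and mutants and at 0.90 ± 0.112 and 0.864 ± 0.0304 in ErbB2V664E controls and mutants. The labels do not say from which species or which part of the receptor the transgenes come, so these values do not check the genotypes. Erbb4, a neuregulin receptor, changed by -0.25 and -0.23 on the log2 scale in the first and second line, with adjusted p of 1 and 0.911. Erbb3, another neuregulin receptor, changed by -0.40 in the first line (adjusted p = 0.953) and moved most in the second, by -1.23 (0.081), with every mutant below every control.

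The first comparison asked which genes changed in the white matter of dnEGFR mutants. Slc25a23, a mitochondrial ATP-magnesium/phosphate carrier, rose from 26.4 ± 1.27 to 54.9 ± 1.52 FPKM (log2 change 1.03, SE 0.08), and Arl6ip1, a protein that shapes the endoplasmic reticulum, rose from 20.3 ± 3.62 to 64.5 ± 4.92 (1.63, SE 0.13), each with an adjusted p of 0.000487. Across the ErbB2V664E line, controls included, Arl6ip1 was at 57 to 69.2 FPKM, near the dnEGFR mutants. The dnEGFR controls thus stood apart for Arl6ip1, and an effect of the genotype on it stays open. Slc25a23 was at 82.4 to 94 in that line, above both dnEGFR groups. Klk6, a secreted protease abundant in oligodendrocytes, fell from 5.29 ± 0.135 to 1.75 ± 0.251 FPKM (-1.20, SE 0.17, adjusted p = 0.0293). Pdyn, which encodes the opioid peptide precursor prodynorphin, fell from 11.8 ± 2.91 to 2.19 ± 1.00 (-2.02, SE 0.27, adjusted p = 0.0265). Cdk7, the kinase of the CDK-activating complex, fell from 6.61 ± 0.218 to 2.66 ± 0.373 (-1.06, SE 0.09, adjusted p = 0.000947). Pdyn (7.21 to 14.9 FPKM) and Cdk7 (4.98 to 6.01) in the ErbB2V664E line lay nearer the dnEGFR controls than the dnEGFR mutants.

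Myelin genes did not change past the threshold between dnEGFR mutants and controls. Mbp, the myelin basic protein gene, was at 531 ± 67.5 FPKM in controls and 483 ± 54.9 in mutants (log2 change -0.13, SE 0.16, adjusted p = 0.998). Log2 changes were -0.25 for Mog (myelin oligodendrocyte glycoprotein), 0.00 for the oligodendrocyte transcription factor Sox10 and -0.40 for the neuregulin receptor Erbb3. They were -0.14 and 0.20 for the precursor markers Pdgfra and Cspg4, and 0.02 for the astrocyte filament gene Gfap. The locus that joined the microglial marker Aif1 with Lst1 changed by -0.08. None of these changes passed the threshold. Gpr17, a marker of newly committed oligodendrocytes, was uneven among the mutants, at 17.2, 15.1 and 0.622 FPKM against 0.683, 0.690 and 0.727 in the controls, with a log2 change of 2.20, an SE of 0.83 and an adjusted p of 0.812.

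Of 13803 loci tested with limma, 13 changed in the dnEGFR comparison (8 higher and 5 lower), and 786 had an unadjusted p under 0.05. Values of mutants and controls did not overlap at 1401 loci, or 10.1%, against the 10% that chance gives. Several of the calls rested on loci that were listed at 0 in every dnEGFR control. Mgat2, which encodes a Golgi enzyme of N-glycan processing, was listed at 0 in all 3 controls and at 8.28, 8.15 and 8.14 FPKM in the mutants (adjusted p = 2.83e-08), and at 6.92 to 8.61 in the 6 libraries of the other line. The pseudogene Rpl30-ps9 was listed at 0 in the controls and at 2.06, 3.05 and 4.00 in the mutants (adjusted p = 0.000749), and fragments of such a copy cannot be told from those of its parent gene with certainty. A further locus with the symbol Fancl, whose transcripts matched no reference transcript, was listed at 0 in the controls and at 1.56, 1.90 and 1.60 in the mutants (adjusted p = 0.00404). A locus joining B3gnt2, Commd1, Gm12057 and Gm28048 rose from 1.21 ± 0.18 to 4.59 ± 0.534 FPKM (1.34, SE 0.12, adjusted p = 0.000903), and its value cannot be given to either protein-coding gene. Mir124a-1hg, the host transcript of a microRNA gene expressed in neurons, fell from 17.4 ± 8.93 to 1.08 ± 0.42 (-3.02, SE 0.37, adjusted p = 0.0149), and Sfxn3, a mitochondrial transporter, fell from 14.4 ± 0.338 to 9.31 ± 0.336 (-0.58, SE 0.08, adjusted p = 0.0265). Across the ErbB2V664E line Mir124a-1hg was at 0.582 to 1.62 FPKM, near the dnEGFR mutants. The dnEGFR controls (7.44 to 24.6) thus stood apart for Mir124a-1hg, and an effect of the genotype on it stays open.

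With litter as a block, 3 loci were called in the dnEGFR comparison, 2 of them shared with the unblocked result. Of the 11 named genes called, 1 was kept with the block (Mgat2, adjusted p = 0.000481) and 10 were lost, at adjusted p from 0.0645 to 0.403. Leaving out 1 library gave 31 calls without control 1, 24 without control 2, 22 without control 3, 25 without mutant 1 and 36 without mutant 3. The calls of Klk6 (adjusted p 0.06 to 0.0765) and Sfxn3 (0.0587 to 0.0696) were lost without any of the 3 controls, mutant 1 or mutant 2. Pdyn was lost without control 1 (0.0533), control 3 (0.0547), mutant 1 (0.0688) or mutant 2 (0.0717), and Mir124a-1hg without mutant 2 (0.0585).

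Among 27 gene lists, 1 was called in the dnEGFR comparison, the markers of striatal projection neurons, which rose as a group. All 11 tested members had positive log2 changes, with a median of 0.57 (camera, adjusted p = 5.87e-06). That call was lost at an adjusted p = 0.875 with an estimated correlation. Over all genes 0 members were called, and 2 were higher when adjusted over the list alone, among them Rxrg, a retinoid receptor, at 6.18 ± 1.45 FPKM in controls and 13 ± 4.82 in mutants (0.92, list-alone adjusted p = 0.0332). The list score was uneven among the mutants, at 0.47, -0.45 and 0.52, against -0.47, -0.30 and -0.64 in the controls, and without mutant 2 the median was 1.06.

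The other lists stayed above the threshold in the dnEGFR comparison, at adjusted p from 0.0857 to 0.957. Mature myelin genes had a median of -0.13, with 25 of 29 members negative (adjusted p = 0.0857), and with the litter block this list was called at an adjusted p of 0.0422, while with an estimated correlation it was at 0.936. Its score was lower in the mutant of 1 of the 3 litter pairs (mean difference -0.07, exact p = 1). None of its members was called over all genes, and 2 were lower when adjusted over the list alone, Gsn, an actin-severing protein (-0.70), and Hapln2, a link protein of nodes of Ranvier (-0.71), each at 0.0394. Immediate early genes had a median of -0.34 with 11 of 12 negative (adjusted p = 0.0874), and were called with the block at 0.0301, while with an estimated correlation they were at 0.936. Lists called numbered 3 with the block, 2 without control 2, 4 without mutant 1 and 3 without mutant 2. C1qb, a complement gene of microglia, was higher by 1.20 on the log2 scale when adjusted over the list alone (4.21 ± 0.935 to 11.1 ± 2.67 FPKM, list-alone adjusted p = 0.00163), while its list had a median of 0.09 and an adjusted p of 0.145. The newly formed oligodendrocyte and cholesterol synthesis lists had medians of -0.07 and -0.03, with adjusted p of 0.443 and 0.621. Medians and means differed in sign for newly formed oligodendrocyte, precursor, ErbB receptor, choroid plexus and p53 genes, all with means within 0.05 of 0.

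**Figure D1:**
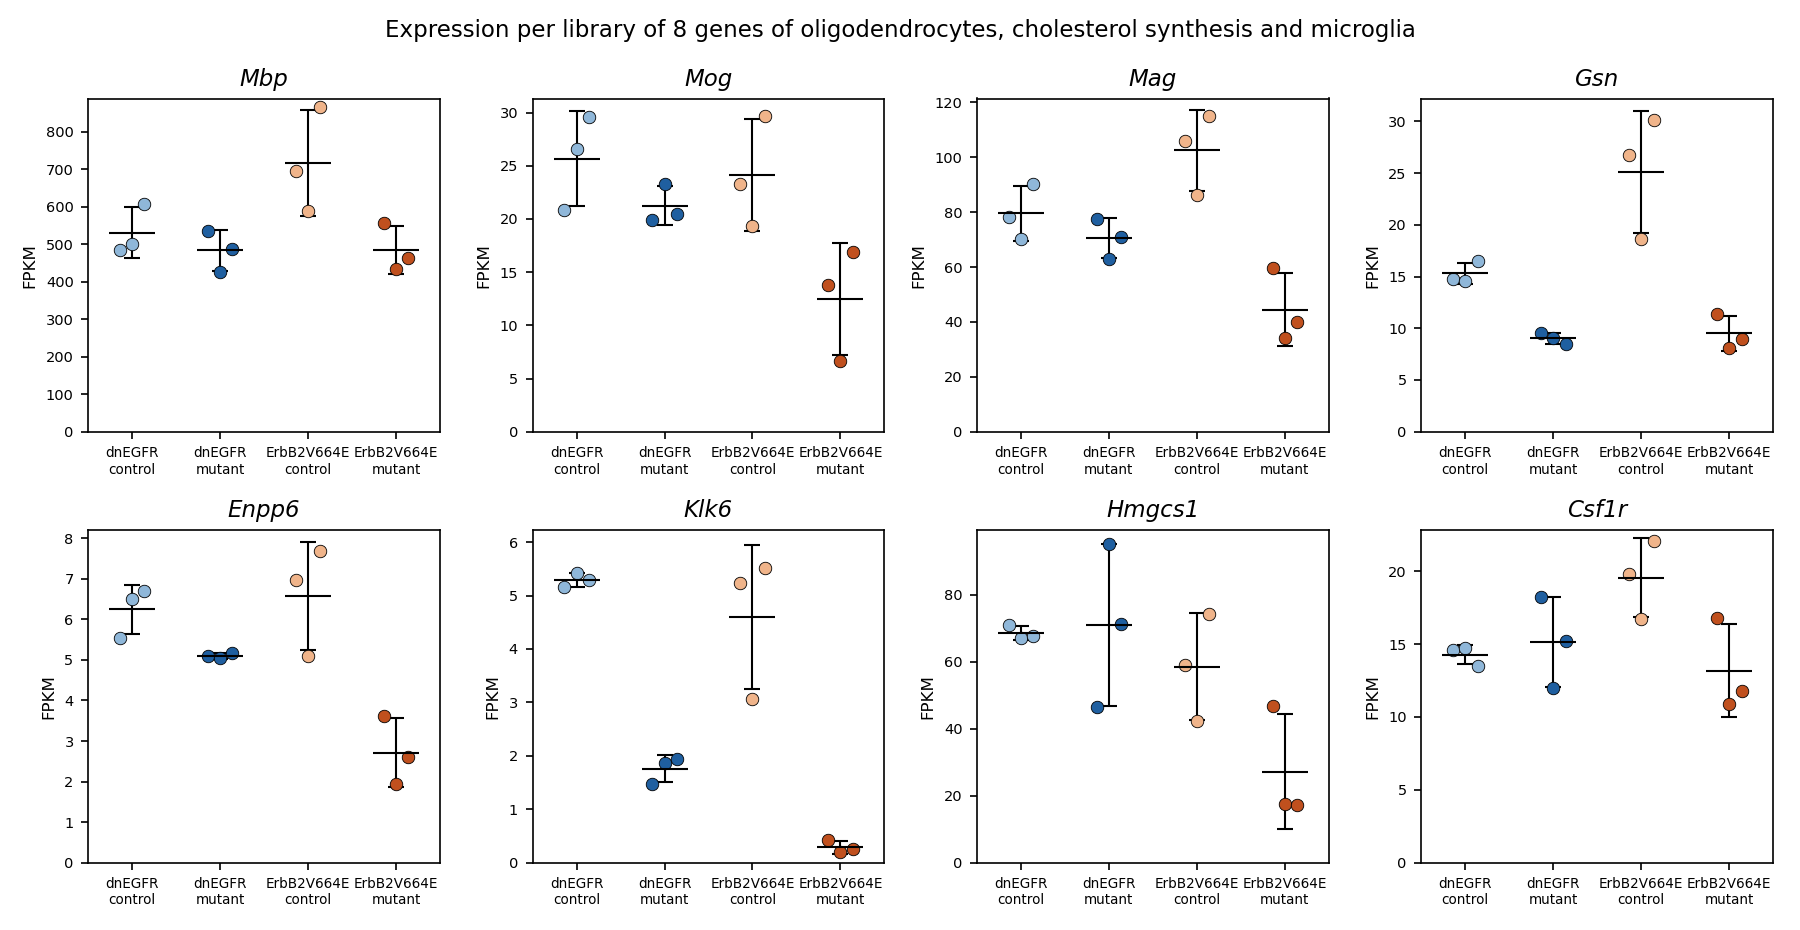
FPKM (y axis) of Mbp, Mog, Mag, Gsn, Enpp6, Klk6, Hmgcs1 and Csf1r in each of the 12 libraries, grouped by line and genotype along the x axis, with points for libraries, long bars for group means and error bars for the SD of n = 3. In ErbB2V664E mutants Mag lay at 44.5 ± 13.4 against 103 ± 14.6 in controls, while Klk6 was lower in the mutants of both lines.

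The second comparison asked which genes changed in the white matter of ErbB2V664E mutants, and genes of myelin and of newly formed oligodendrocytes were lower there. Mag, the myelin-associated glycoprotein gene, fell from 103 ± 14.6 to 44.5 ± 13.4 FPKM (SD, n = 3 each; log2 change -1.22, SE 0.20, adjusted p = 0.0449), and Gsn fell from 25.1 ± 5.92 to 9.51 ± 1.70 (-1.30, SE 0.17, adjusted p = 0.0159). Enpp6, a choline phosphodiesterase that marks newly differentiating oligodendrocytes, fell from 6.58 ± 1.34 to 2.71 ± 0.845 (-1.04, SE 0.17, adjusted p = 0.0464). Klk6 fell from 4.60 ± 1.34 to 0.288 ± 0.12 (-2.09, SE 0.17, adjusted p = 0.000587), and Serpinb1a, an intracellular protease inhibitor, from 3.23 ± 0.941 to 0.611 ± 0.186 (-1.37, SE 0.20, adjusted p = 0.0246). Mki67, a marker of dividing cells, fell from 1.09 ± 0.105 to 0.265 ± 0.121 (-0.73, SE 0.12, adjusted p = 0.0407).

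The mature myelin list fell, with a median log2 change of -0.69 and 24 of 29 members negative (camera, adjusted p = 3.23e-09; adjusted p = 0.195 with an estimated correlation). With the haemoglobin score as a covariate the median was -0.35 (adjusted p = 0.000122). Of its members 2 were lower over all genes and 10 when adjusted over the list alone. Mbp was at 716 ± 140 FPKM in controls and 485 ± 64.0 in mutants (-0.55, adjusted p = 0.201 over all genes and 0.025 over the list alone), and Mog at 24.1 ± 5.22 and 12.4 ± 5.28 (-0.97, 0.204 and 0.025). Further members lower over the list alone were Ugt8a, which makes galactosylceramide, Trf (transferrin, a joined locus), Car2 (carbonic anhydrase), Plekhb1 and Qdpr, a pteridine reductase. Mal, Apod, Anln, Ppp1r14a and Nkx6-2 had positive changes of 0.05 to 0.86, none of which passed.

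The newly formed oligodendrocyte list fell by a median of -0.42, with 19 of 20 members negative (adjusted p = 3.23e-09), and this was the call that held with an estimated correlation (adjusted p = 0.0134). Over all genes 1 member was lower (Enpp6), and 7 were lower when adjusted over the list alone, among them Bcas1, a protein of early myelinating cells, at 45.6 ± 7.64 FPKM in controls and 23.2 ± 6.84 in mutants (-0.97). Precursor genes as a list were not called by camera (median -0.17, mean 0.22, SD 1.37 over 21 members, adjusted p = 0.1) but were called by fry (adjusted p = 0.00229). The positive mean includes Olig1, which was listed at 0 in the controls and at 48 to 59 FPKM in the mutants. Pdgfra and Cspg4 changed by -0.40 and -0.01 on the log2 scale (adjusted p 0.219 and 0.995), and Gpr17 by -0.45 (0.88). Sox10 was at 26.4 ± 3.81 FPKM in controls and 15.6 ± 0.795 in mutants (-0.72, adjusted p = 0.399), and Erbb3, the neuregulin receptor of oligodendrocytes, at 8.43 ± 0.789 and 3.13 ± 1.30 (-1.23, 0.081). The ErbB receptor and ligand list had a median of -0.27 and an adjusted p of 0.0526, which became 0.0408 with the litter block and 0.204 with an estimated correlation. Its members Erbb3 and Egfr were lower when adjusted over the list alone, and 0 over all genes.

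Genes of lipid synthesis were lower as well. The cholesterol synthesis list had a median of -0.43 with 21 of 24 members negative (adjusted p = 5.02e-09; adjusted p = 0.204 with an estimated correlation). With the haemoglobin score as a covariate the median was -0.10 (adjusted p = 0.0429), and the list score of mutant 1 (0.09) lay near the controls (0.11 to 0.38), with mutants 2 and 3 at -0.38 and -0.40. None of them passed over all genes, and 12 were lower when adjusted over the list alone, including Hmgcs1, which makes the precursor of mevalonate (58.5 ± 16.1 to 27.2 ± 17.0 FPKM, -1.20), Idi1, an isomerase of the pathway (-1.0), Cyp51, the lanosterol demethylase (-1.10), and Srebf2, the pathway's transcriptional regulator (-0.41). The fatty acid and sphingolipid list fell by a median of -0.24, with 17 of 20 negative (adjusted p = 0.000937; adjusted p = 0.195 with an estimated correlation; median -0.13 and adjusted p = 0.0947 with the haemoglobin covariate). Over all genes 0 of its members were called, and over the list alone Scd2, a fatty acid desaturase (-0.51), and Degs1, a ceramide desaturase (-0.29), were lower while Srebf1, a regulator of fatty acid synthesis genes, was higher (0.53). Without mutant 3 its median was -0.14.

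Microglial genes fell by a median of -0.42, with 20 of 24 negative (adjusted p = 2.27e-07; adjusted p = 0.232 with an estimated correlation; median -0.24 and adjusted p = 0.0212 with the haemoglobin covariate). Over all genes 0 were called and 10 were lower when adjusted over the list alone, such as Csf1r, the receptor for colony stimulating factor (19.6 ± 2.69 to 13.2 ± 3.20 FPKM, -0.55), Tmem119 (-0.81) and Itgam (-0.98, a joined locus). The locus that joined Aif1 with Lst1 was at 0.599 ± 0.289 and 0.402 ± 0.0704 (-0.18, adjusted p = 0.748). Haemoglobin genes and Alas2, markers of red blood cells, were lower as a list by a median of -1.57, with 5 of 5 negative (adjusted p = 0.000191; adjusted p = 0.232 with an estimated correlation), 0 over all genes and 5 when adjusted over the list alone. The haemoglobin scores of the mutants were -0.02, -1.52 and -1.91, and the myelin, cholesterol and microglial scores were likewise lower in mutants 2 and 3 than in mutant 1.

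Smaller lists of other cells also fell. Cell cycle genes had a median of -0.17 with 9 of 11 negative (adjusted p = 0.00302; adjusted p = 0.211 with an estimated correlation), with 1 lower over all genes (Mki67) and 2 when adjusted over the list alone (Mki67 and the mitotic kinesin Kif11). The median was -0.07 without control 2, -0.27 without control 3 and -0.3 with the haemoglobin covariate (adjusted p = 0.00029). Ependymal genes, of the ciliated lining of the ventricles, had a median of -0.40 with 7 of 8 negative (adjusted p = 0.00302; adjusted p = 0.195 with an estimated correlation), 0 over all genes and 3 when adjusted over the list alone (Tmem212, Dynlrb2 and Rsph1). Choroid plexus genes had a median of -0.82 with 8 of 8 negative (adjusted p = 0.0498; adjusted p = 0.754 with an estimated correlation), 0 called either over all genes or when adjusted over the list alone, and lost with the litter block (0.07) and without control 2 (0.271), mutant 2 (0.502) or mutant 3 (0.233). Its median was -1.43 without mutant 1 and -0.36 without mutant 2. With the haemoglobin covariate the median was -0.23 and the call was lost (adjusted p = 0.89).

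**Figure D2:**
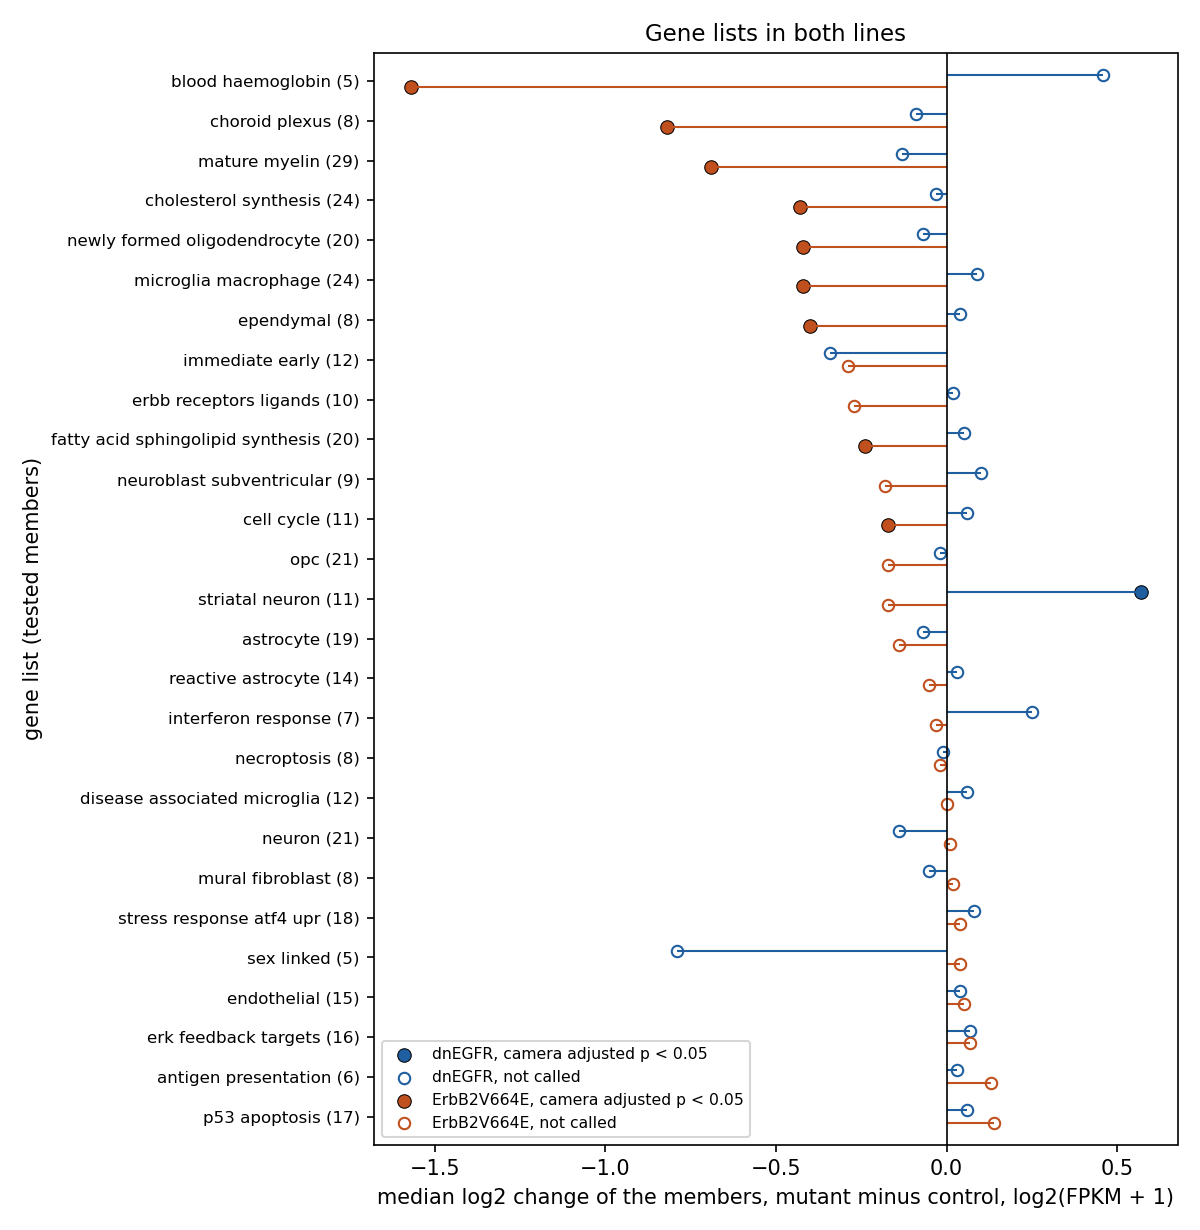
Median log2 change of log2(FPKM + 1), mutant minus control (x axis), of the tested members of 27 gene lists (y axis, number of tested members in brackets) in the dnEGFR line (blue) and the ErbB2V664E line (orange), with filled points for lists called by camera. The 9 lists called in ErbB2V664E lie below 0, and the striatal neuron list, at 0.57, is the one called in dnEGFR. With an estimated correlation 1 of the 9 was called (newly formed oligodendrocyte, adjusted p = 0.0134) and the striatal list was not (0.875).

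Among genes that rose in ErbB2V664E mutants, Col5a3, a fibrillar collagen chain, went from 0.64 ± 0.13 to 4.27 ± 1.26 FPKM (log2 change 1.66, SE 0.17), and Fbxo28, a ubiquitin ligase subunit, from 1.57 ± 0.544 to 6.93 ± 0.384 (1.65, SE 0.17), both at an adjusted p of 0.00306. Fam222a rose from 0.53 ± 0.104 to 4.17 ± 0.879 (1.75, SE 0.25, adjusted p = 0.0223). The pseudogene Rpl3-ps2 was listed at 0 in the 3 controls and at 2.89, 3.5 and 2.91 in the mutants (adjusted p = 0.0394). Among genes that fell, Smg1, a kinase of nonsense-mediated decay, went from 3.96 ± 0.421 to 0.99 ± 0.299 (-1.33, SE 0.18, adjusted p = 0.0188) and Tmem254c from 3.10 ± 0.335 to 0.547 ± 0.306 (-1.42, SE 0.15, adjusted p = 0.00306). A further locus with the symbol Ssu72 was at 1.80, 1.91 and 1.76 in controls and listed at 0 in the mutants (adjusted p = 0.000479).

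In all, 38 of 13803 loci changed in the ErbB2V664E comparison (limma, 19 higher and 19 lower), 27 of them protein coding, and 1675 had an unadjusted p under 0.05. Groups did not overlap at 2518 loci, or 18.2%, against 10% by chance. With the litter block 7 loci were called, 6 of them shared. Of the 15 named genes called, 2 were kept, among them Klk6 (0.0146), and 13 were lost at 0.0503 to 0.171.

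Mutant 1 of the ErbB2V664E line differed from the other mutants in how many calls its group gave. Without it 262 loci were called (126 higher and 136 lower), which included all 38, and among them 7 myelin, 7 cholesterol synthesis, 6 microglial and 3 haemoglobin genes were lower. There were 24 calls without control 1, 23 without control 3 and 16 without mutant 2. Mag (0.0619 to 0.15), Mki67 (0.0897 to 0.146) and Rpl3-ps2 (0.0957 to 0.145) were lost without any of the controls, mutant 2 or mutant 3. Enpp6 (0.14 to 0.152), Serpinb1a (0.0528 to 0.117) and Smg1 (0.0561 to 0.0817) were lost without control 1, control 3, mutant 2 or mutant 3. Fam222a was lost without any of the controls or mutant 2 (0.0677 to 0.106), and Gsn without control 1 (0.0713), mutant 2 (0.069) or mutant 3 (0.0561).

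**Figure D3:**
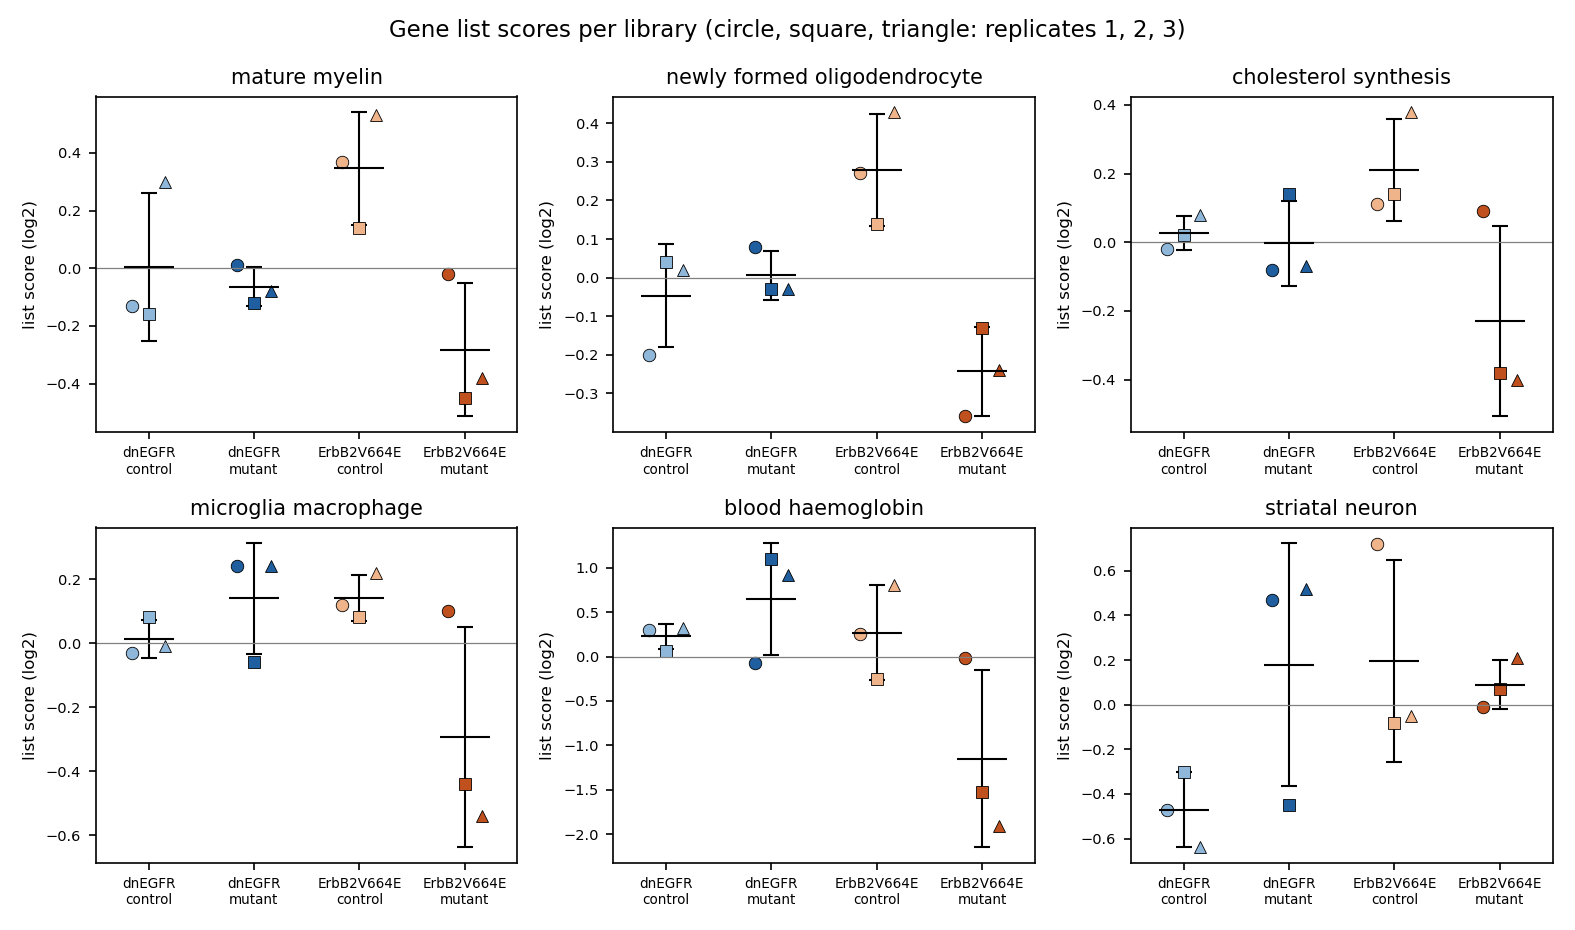
List score of each library (y axis, mean of log2(FPKM + 1) of the list's members, each centred on its mean over the 12 libraries) for 6 gene lists in the 4 groups (x axis), with circles, squares and triangles for replicates 1, 2 and 3, long bars for group means and error bars for the SD of n = 3. ErbB2V664E mutant 1 has a haemoglobin score of -0.02, against -1.52 and -1.91 in mutants 2 and 3, and dnEGFR mutant 2 has a striatal score of -0.45.

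The remaining lists were not called in ErbB2V664E mutants. Astrocyte genes had a median of -0.14 (adjusted p = 0.0852), and Gfap was at 49.9 ± 12.3 and 33.0 ± 4.76 FPKM (-0.56, adjusted p = 0.258). Genes of p53 and apoptosis had a median of 0.14 (0.0861), neuroblast genes -0.18 (0.218), immediate early genes -0.29 (0.382), antigen presentation genes 0.13 (0.382) and striatal neuron genes -0.17 (0.482). Targets of ERK feedback, which respond to receptor tyrosine kinase signalling, had a median of 0.07 (0.532), and in the dnEGFR line also 0.07 (0.849). Medians were 0.04 for stress response genes (0.802), -0.02 for necroptosis (0.805), -0.05 for reactive astrocytes (0.86) and 0.05 for endothelial cells (0.929). They were 0.00 for disease-associated microglia, -0.03 for interferon response, 0.04 for sex-linked genes, 0.01 for neurons and 0.02 for mural cells and fibroblasts, each at 0.962. Median, mean and test differed in sign for precursor, stress response, reactive astrocyte, disease-associated microglia, neuron and mural lists. In 4 lists too few members were expressed for a test, namely cytokines (3 members, median -0.33), T and natural killer cells (2 members, 0.11), Schwann cells (4 members, -0.46) and mitochondrially encoded genes (2 members, -0.46).

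The third comparison tested whether the mutant effects of the lines differed, as ErbB2V664E minus dnEGFR. Slc24a2, a sodium/calcium/potassium exchanger, differed by -3.43 on the log2 scale (SE 0.49, adjusted p = 0.0352), at 8.71 ± 2.91 and 33.7 ± 17.3 FPKM in dnEGFR controls and mutants (1.77, adjusted p = 0.191) and at 27.3 ± 6.32 and 7.92 ± 1.73 in ErbB2V664E (-1.66, 0.0995). Cdk7 differed by 1.00 (adjusted p = 0.0233) and Col5a3 by 1.65 (0.0389). Differences below 0 were found for Tmem254c (-1.71, 0.0131), the joined B3gnt2 and Commd1 locus (-1.56, 0.00469) and Arl6ip1 (-1.50, 0.0116), and for Mgat2 (9.23e-07) and Rpl30-ps9 (0.0113), which were listed at 0 in a group.

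In all, 16 loci differed between the lines (limma, 7 with a positive and 9 with a negative difference), and 1244 had an unadjusted p under 0.05. With the litter block 4 were called, all of them shared, and of the 10 named genes 2 were kept, among them Mgat2 (0.00391), while 8 were lost at 0.183 to 0.419. There were 27 calls without dnEGFR control 1, 28 without dnEGFR control 3, 28 without dnEGFR mutant 3 and 42 without ErbB2V664E mutant 1. Col5a3 was lost without any library but ErbB2V664E mutant 1 (0.0643 to 0.109). Slc24a2 was lost without dnEGFR control 2 or without any ErbB2V664E library but mutant 1 (0.0584 to 0.109), and Cdk7 without dnEGFR control 2, ErbB2V664E controls 2 or 3, or ErbB2V664E mutant 3 (0.0513 to 0.0565). Construct, age and length of doxycycline treatment differed together between the lines and cannot be separated.

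Of the gene lists, 9 differed between the lines, all with the lower change in ErbB2V664E. Median differences were -0.55 for microglial genes (adjusted p = 3.98e-07), -0.45 for newly formed oligodendrocyte genes and -0.36 for cholesterol synthesis genes (0.000113 each), -2.03 for haemoglobin genes (0.000225), -0.69 for striatal neuron genes (0.000408) and -0.60 for mature myelin genes (0.00056). They were -0.32 for fatty acid and sphingolipid genes (0.00112), -0.36 for ependymal genes (0.00747) and -0.23 for cell cycle genes (0.0136). With an estimated correlation 0 of the 9 were called, with adjusted p between 0.124 and 0.381. With the haemoglobin covariate the cholesterol median turned to 0.03 (adjusted p = 0.994), and the calls of mature myelin (-0.14, 0.468), fatty acid (-0.16, 0.231) and ependymal genes (-0.37, 0.0607) were lost. The microglial (-0.32, 0.0358) and newly formed oligodendrocyte differences (-0.28, 0.0358) became smaller but stayed called. The striatal (-1.21, 2.02e-05) and cell cycle differences (-0.36, 0.00383) became larger. Over all genes no member of the 9 lists was called. Adjusted over the list alone, 5 haemoglobin genes, 2 striatal genes (among them Rxrg), 2 cell cycle genes (Mki67 and Kif11) and C1qb were among those lower. The cell cycle call was lost without dnEGFR mutant 1 (0.0532), ErbB2V664E control 2 (0.0773) or ErbB2V664E mutant 1 (0.0616), and its median was -0.13 without ErbB2V664E control 2 and -0.36 without ErbB2V664E control 3. The myelin median was -0.39 without ErbB2V664E control 3 and -0.35 without ErbB2V664E mutant 2, the cholesterol median -0.23 without dnEGFR mutant 2, and the fatty acid median -0.20 without ErbB2V664E mutant 3. The striatal median was -1.09 without dnEGFR mutant 2 and -0.43 without ErbB2V664E control 1.

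Across the 13803 loci the log2 changes of the lines were uncorrelated (Pearson r = 0, Spearman rho = 0, over genes, which are not independent replicates). Called in both were 2 loci, which is not set against chance here, since the comparisons share an estimate of the spread at each locus. These were Klk6, lower in both, and an unnamed, unannotated locus that was listed at 0 in dnEGFR controls and in ErbB2V664E mutants and so moved in opposite directions. At an unadjusted p under 0.05 in both lines there were 102 loci, 55 with the same and 47 with opposite directions.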

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

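The tests with a haemoglobin covariate, of the neuron score, of the microglial against the endothelial score, and of the share of copies and unannotated loci, and the values of Pdyn, were chosen only after the results they bear on were seen. The test of neighbouring loci, the further striatal list and the splits of the samples were fixed before their values were seen. The written striatal prediction used a correlation over the 12 libraries. Its value is not reported here, so the outcome of that prediction is not stated. The correlations within each line replaced it after the scores were seen, because the lines form separate clusters on the further list.

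The mutant effects of the lines, compared as ErbB2V664E minus dnEGFR by limma, differed at 16 loci. The 7 positive differences in log2 change were 1.00, 1.43, 1.65, 1.93, 2.19, 3.30 and 3.49, among them 1.65 for Col5a3 and 1.00 for Cdk7. Among genes with a symbol the difference was -3.43 for Slc24a2, -3.19 for Mgat2, -1.98 for Rpl30-ps9, -1.71 for Tmem254c, -1.56 for the joined B3gnt2 and Commd1 locus, -1.50 for Arl6ip1, -1.50 for the further Ssu72 locus and -1.10 for Slc25a23. Mgat2, Rpl30-ps9 and Ssu72 include groups listed at 0, so their differences depend on the pseudocount and are no measure of size. Median differences of gene lists, tested by camera, were -0.55 for microglia, -0.45 for newly formed oligodendrocytes, -0.36 for cholesterol synthesis, -2.03 for haemoglobin, -0.69 for striatal neurons, -0.60 for mature myelin, -0.32 for fatty acid and sphingolipid synthesis, -0.36 for ependymal cells and -0.23 for the cell cycle. None of these 9 list differences was called with an estimated correlation (adjusted p between 0.124 and 0.381).

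Of 100 drawn splits of the libraries within the lines, 10 gave at least the 16 differing loci of the real split, and the highest other split gave 24, so chance cannot be excluded for that count. The 6 dnEGFR libraries make 10 splits, too few for a share under 0.05. There 6 splits, the real one included, gave at least the 13 loci of the real split, and the highest other gave 24. The dnEGFR count thus did not stand out among the splits, and chance cannot be excluded for it either. The 6 ErbB2V664E libraries also make 10 splits, too few for such a share, and 1 split, the real one, gave its 38 loci, with 13 in the highest other.

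Oligodendrocyte and lipid synthesis genes were lower in ErbB2V664E mutants, and haemoglobin genes were lower in mutants 2 and 3 (scores -1.52 and -1.91, against -0.02 in mutant 1), while the newly formed oligodendrocyte score was lowest in mutant 1 (-0.36, against -0.13 and -0.24). Lower blood content is argued against as the whole cause of the oligodendrocyte part, since with the haemoglobin score as a covariate the myelin median moved from -0.69 to -0.35 and the newly formed oligodendrocyte median from -0.42 to -0.36, both called at the preset correlation (adjusted p = 0.000122 and 1.58e-06), although the myelin call was lost without a covariate at an estimated correlation (0.195) and the myelin difference between the lines was lost with the covariate (-0.14, 0.468). For lipid synthesis it stays open, because the cholesterol median moved from -0.43 to -0.10 (adjusted p = 0.0429) and the fatty acid median from -0.24 to -0.13 (0.0947), the calls of both lists and of haemoglobin genes were lost at an estimated correlation without a covariate (0.204, 0.195 and 0.232), and the covariate is itself tied to genotype. A loss of oligodendrocytes alone would raise the other cell types alike, but the microglial minus the endothelial score changed by -0.53 (SE 0.19). That gap came from mutants 2 and 3, with microglial scores of -0.44 and -0.54 and endothelial scores of 0.09 and 0.03. In mutant 1 these scores were close (0.1 and 0.11), so the argument does not cover that library. A separate change of microglia stays open. A smaller share of white matter in the mutant pieces cannot be told apart from an effect of the genotype, as the neuron score changed by -0.09 with an SE of 0.08, which decides neither way.

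Several calls lay at loci listed at 0, or below 0.05 FPKM, in a whole group. Fragments moved to a neighbouring locus of similar abundance are argued against as the general cause, since 0 of 12 called loci of this kind had an opposite neighbour (Pearson r below -0.8 over the libraries among the 2 loci on each side), against 21 of 1000 random loci. A move to a far more abundant neighbour need not give such a correlation, so that case stays open. Fragments assigned to other copies or to unannotated loci may explain most of these calls, since pseudogenes, unannotated loci and loci sharing a symbol made up 10 of the 12 loci (83.3%), against 22.2% of the 13791 other tested loci (Fisher's exact test, one-sided p = 1.24e-05) and 27.1% of 9397 in the same range of mean FPKM (8.17e-05). Among 101 other tested loci of this kind, called in no comparison, the share was 61.4% (Fisher's exact test, one-sided p = 0.117). A switch of transcription by the transgene was not tested apart from the assembly and stays open, but for Mgat2 it is argued against, since that gene was at 6.92 to 8.61 FPKM in the 6 libraries of the other line, controls without the driver included, and listed at 0 in the dnEGFR controls alone.

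Striatal neuron genes were higher in dnEGFR mutants 1 and 3 (scores 0.47 and 0.52) and not in mutant 2 (-0.45). A candidate explanation is striatal tissue in some of the pieces, because a further list of 16 striatum-enriched genes, of which 15 were tested and 13 were positive, also had a higher score in mutants, by 0.43 (SE 0.23). Over the 6 dnEGFR libraries the scores of the lists were correlated (Pearson r = 0.99, exact p = 0.00139, adjusted 0.00278; Spearman rho = 1, exact p = 0.00278, adjusted 0.00556; r = 1 without the 2 farthest libraries), and over the 6 ErbB2V664E libraries they were not (r = -0.18, exact p = 0.722, adjusted 0.722; rho = 0.09, exact p = 0.919, adjusted 0.919; r = 0.61 without the 2 farthest). All 11 members of the first list were expressed in these pieces, the most abundant being Ppp1r1b at 42.9 ± 6.11 FPKM in controls and 102 ± 72.2 in mutants and Penk at 54.3 ± 31.8 and 80.1 ± 54.7 (SD, n = 3 each). Pdyn, also expressed by striatal projection neurons, went the other way, from 9.71 to 15.1 FPKM in controls to 1.67 and 3.34 in mutants 1 and 3. It was also low in mutant 2 (1.54), so its fall did not follow the striatal scores. The score of the general neuron list also ran against the striatal scores, at -0.16 and -0.35 in mutants 1 and 3 and 0.24 in mutant 2. In the controls it was 0.18, -0.01 and -0.01. That list had 17 of 21 members negative in dnEGFR and was not called (camera, adjusted p = 0.443). The striatal rise thus did not go with a rise of neuron genes in general. Striatal tissue therefore stays open, as does an untested change of expression in neurons of the piece.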

How the results depend on the processing

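The haemoglobin covariate, robust empirical Bayes, the loci above 0 in all 12 libraries, and for gene lists the covariates, pseudocounts, filters, quantile normalization, library weights and fits of 6 libraries were chosen after seeing the data. Loci called in dnEGFR, ErbB2V664E and the difference numbered 13, 38 and 16, and lists called 1, 9 and 9. With a mean FPKM of at least 5, which tests fewer loci, 3 loci were called in ErbB2V664E and 6 in the difference, and 5 lists in ErbB2V664E. The replicate block (litter), which takes up degrees of freedom, gave 3, 7 and 4 loci and 3 lists in dnEGFR, and among lists it changed no call other than mature myelin and immediate early in dnEGFR and choroid plexus and ErbB receptors in ErbB2V664E. An estimated correlation left 0, 1 and 0 lists. Fits of the 6 libraries of a line gave 22 loci in dnEGFR and 23 in ErbB2V664E, and 3 lists in dnEGFR. Loci above 0 in all libraries, which removes loci listed at 0, left 9 in the difference. The sex covariate gave 3 lists in dnEGFR, and the cell cycle difference was lost (-0.18, adjusted p = 0.0582). The choroid plexus call in ErbB2V664E was lost with the haemoglobin covariate (median -0.23, adjusted p = 0.89), the sex covariate (0.067), a pseudocount of 5 (0.0832), median-of-ratios scaling (0.0526) and the fit of 6 libraries (0.0631). The haemoglobin covariate gave 3 lists in dnEGFR and 5 in the difference, where the cholesterol median turned from -0.36 to 0.03 (adjusted p = 0.994) and the calls of mature myelin (0.468), fatty acid (0.231) and ependymal genes (0.0607) were lost. The haemoglobin list was not evaluated under its own covariate. For the sex covariate and the fits of 6 libraries the cause was not tested. Leaving out 1 library gave 17 to 36 loci and 1 to 4 lists in dnEGFR, 16 to 262 loci (the highest without ErbB2V664E mutant 1) and 8 to 11 lists in ErbB2V664E, and 15 to 42 loci and 8 to 9 lists in the difference, and the cause was not tested. Of 79 named results, 76 kept their direction and their side of the threshold under median-of-ratios scaling, 77 under quantile normalization, 71 and 73 at pseudocounts of 0.1 and 5, 70 without a filter, 78 with library weights, 69 with the sex covariate and 47 with the block, where 32 lost their call. Of 588 left-out values 498 kept their side, 86 lost it and 4 gained it. ErbB2V664E calls split 16 higher and 14 lower under median-of-ratios scaling and 21 and 16 under quantile normalization. Depth sets the floor of low genes, as 1 FPKM in a transcript of 2 kb stands for 33.2 to 49.5 fragments, and Erbb2 lay below the filter.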

Other observations

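The tests of KEGG pathways, the genes named in these paragraphs and the count without ErbB2V664E mutant 1 were chosen only after the results were seen.

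Further calls in ErbB2V664E mutants were single genes of varied function. Vwf, the von Willebrand factor gene of endothelial cells, rose from 0.964 ± 0.102 to 2.91 ± 0.947 FPKM (log2 change 0.97, adjusted p = 0.0449), and Bmp1, a procollagen protease, from 9.19 ± 1.24 to 15.3 ± 1.96 (0.68, adjusted p = 0.0469). Lamc1, a laminin chain, fell from 9.57 ± 1.29 to 4.62 ± 0.588 (-0.91, adjusted p = 0.0109). Gamt, which makes creatine, fell from 9.87 ± 1.96 to 3.84 ± 1.36 (-1.19, adjusted p = 0.0437), and a joined locus of the semaphorin gene Sema4d from 13 ± 1.94 to 6.19 ± 1.58 (-0.97, adjusted p = 0.0407). Mapt, the tau gene, fell from 46.4 ± 2.25 to 29.1 ± 4.31 (-0.67, adjusted p = 0.047), and Pkp4, a plakophilin, from 46.7 ± 2.91 to 25.8 ± 5.06 (-0.85, adjusted p = 0.0361).

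Of the tested astrocyte markers 12 were negative and 7 positive in ErbB2V664E mutants, with 0 called over all genes. The list score was lower in every mutant (-0.2 to -0.08) than in every control (0.12 to 0.14). The exact permutation p was 0.1, the lowest possible here. Adjusted over the list alone, the water channel gene Aqp4 (25.2 ± 4.13 to 13.2 ± 1.10 FPKM, -0.87), Slc4a4 (-0.59), Slc7a10 (-0.63) and S100b (-1.96) were lower, each at 0.0393, and in the reactive astrocyte list Serpina3n, a serine protease inhibitor, was higher (3.28 ± 1.65 to 8.13 ± 1.96, 1.16, list-alone adjusted p = 0.0413). Pmp22, a peripheral myelin gene also found in the brain, was lower by -0.77 adjusted over the Schwann cell list alone (0.0174). In dnEGFR mutants Cxcl12, a chemokine, was lower by -0.49 adjusted over the cytokine list alone (0.0128).

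Among 257 KEGG pathways of 10 to 200 loci, 1 was called in ErbB2V664E, steroid biosynthesis, with 13 of 14 loci negative and a median of -0.40 (camera, adjusted p = 8.11e-05; adjusted p = 0.812 with an estimated correlation). It shares enzymes with the cholesterol synthesis list and is no separate evidence. In dnEGFR 0 pathways were called by camera. Without ErbB2V664E mutant 1 further genes were lower, among them Erbb3 (-1.47, adjusted p = 0.0157), Pdgfra (-0.54, 0.0383), Ugt8a (-1.98, 0.00276), Enpp2 (-2.21, 0.0424), Tmem119 (-1.11, 0.0237) and Hmgcs1 (-1.66, 0.0283). Ptgds (2.26, 0.0228), a prostaglandin synthase, and Apod (1.36, 0.0026), a lipid carrier of oligodendrocytes, were higher.

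Some loci differed between the lines whatever the genotype. The pseudogene Gm28661 was at 5589.1 to 6562.9 FPKM in the ErbB2V664E line and at or near 0 in the dnEGFR line, and the first principal component, with 32.9% of the variance, separated the lines. The second, with 9.2%, set ErbB2V664E mutants 2 and 3 (-31.3 and -25.93) apart from their controls (17.73 to 21.2), with mutant 1 at 5.4 between them. Scores of the 2 expressed mitochondrially encoded genes in these mutants were 2.88 in mutant 1, -2.80 in mutant 2 and 0.36 in mutant 3. Olig1, a transcription factor of the oligodendrocyte lineage, was listed at 0 in the 3 ErbB2V664E controls, at 59, 55.1 and 48 FPKM in the mutants, and at 35.4 in dnEGFR control 1 and 0 in the other dnEGFR libraries, although Mbp, of the same lineage, was expressed in each. By Xist and Y-linked genes, dnEGFR mutant 1, ErbB2V664E mutant 2 and ErbB2V664E control 2 were female and the others male.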
